# Massive parallel sequencing of mRNA in identification of unannotated salinity stress-inducible transcripts in rice (*Oryza sativa *L.)

**DOI:** 10.1186/1471-2164-11-683

**Published:** 2010-12-02

**Authors:** Hiroshi Mizuno, Yoshihiro Kawahara, Hiroaki Sakai, Hiroyuki Kanamori, Hironobu Wakimoto, Harumi Yamagata, Youko Oono, Jianzhong Wu, Hiroshi Ikawa, Takeshi Itoh, Takashi Matsumoto

## Abstract

**Background:**

Microarray technology is limited to monitoring the expression of previously annotated genes that have corresponding probes on the array. Computationally annotated genes have not fully been validated, because ESTs and full-length cDNAs cannot cover entire transcribed regions. Here, mRNA-Seq (an Illumina cDNA sequencing application) was used to monitor whole mRNAs of salinity stress-treated rice tissues.

**Results:**

Thirty-six-base-pair reads from whole mRNAs were mapped to the rice genomic sequence: 72.0% to 75.2% were mapped uniquely to the genome, and 5.0% to 5.7% bridged exons. From the piling up of short reads mapped on the genome, a series of programs (Bowtie, TopHat, and Cufflinks) comprehensively predicted 51,301 (shoot) and 54,491 (root) transcripts, including 2,795 (shoot) and 3,082 (root) currently unannotated in the Rice Annotation Project database. Of these unannotated transcripts, 995 (shoot) and 1,052 (root) had ORFs similar to those encoding the amino acid sequences of functional proteins in a BLASTX search against UniProt and RefSeq databases. Among the unannotated genes, 213 (shoot) and 436 (root) were differentially expressed in response to salinity stress. Sequence-based and array-based measurements of the expression ratios of previously annotated genes were highly correlated.

**Conclusion:**

Unannotated transcripts were identified on the basis of the piling up of mapped reads derived from mRNAs in rice. Some of these unannotated transcripts encoding putative functional proteins were expressed differentially in response to salinity stress.

## Background

Gene expression profiling is accelerating our progress toward a comprehensive understanding of the genetic mechanisms that control responses to environmental stress. Microarray analysis was developed to obtain overall gene expression profiles in various plants. Microarray profiling and the recently introduced tag-based sequencing approaches are proven technologies for estimating gene expression. However, array-based technologies have critical limitations [1,2]. As most microarray probes are designed on the basis of gene annotation, arrays are limited to the analysis of transcripts from previously annotated genes of a sequenced accession of a species. Probes are designed to cover only a very small portion of a gene and so do not represent the whole structure of the gene. Moreover, computationally annotated genes have not fully been validated, because ESTs and full-length cDNAs (FL-cDNAs) cannot cover entire transcribed regions. It is therefore important to identify whole transcripts (including unannotated transcripts) for complete gene expression profiling. There is a need for the development of technologies beyond arrays.

Sequencing-based approaches could overcome the limitations of array-based technologies. Following the rapid progress of massive parallel sequencing technology, whole mRNA sequencing has been used for gene expression profiling [3-8]. This sequencing involves mapping of the reads on known annotated gene models but cannot be used to identify novel genes. Recently, a series of programs have been developed for building gene models directly from the piling up of short reads: Bowtie efficiently maps short reads on genomic sequences [9]; TopHat concatenates adjacent exons and identifies reads that bridge exon junctions [10]; and Cufflinks [11] constructs gene models from the exons and bridging sequences predicted by Bowtie and TopHat and then calculates their abundances of these sequences. The use of this series of programs has the potential to discover new transcripts from mRNA-Seq (an Illumina cDNA sequencing application) but has only just begun [7,12].

In this study, we identified unannotated transcripts in rice on the basis of the piling up of mapped reads. As a model case, we give examples of salinity stress-inducible unannotated transcripts encoding putative functional proteins. For these purposes, we performed whole mRNA sequencing by using massive parallel sequencing technology. We also took advantage of various high-quality genomic resources in rice, including the genomic sequence (International Rice Genome Sequencing Project [IRGSP] build 4.0), FL-cDNA sequences [13], the Rice Annotation Project database (RAP-DB: http://rapdb.dna.affrc.go.jp/) [14,15], and a rice 44K microarray (Agilent Technologies, Palo Alto, CA, USA), in our analysis of rice transcriptomes. First, to estimate the scale of the transcriptomes in rice, we mapped 36-base-pair (bp) reads from the mRNA of salinity stress-treated rice tissues on the rice genome. The coverage of previously annotated regions or of the rice genome was then calculated. Second, we attempted to identify salinity stress-inducible genes as a model system for gene expression profiling by mRNA-Seq. The number of mapped reads was counted and marked on the rice genome. Third, using the mRNA-Seq data, we used Bowtie, TopHat, and Cufflinks to construct gene models based on the piling up of short reads on the rice genome, and compared these with previous annotations and then characterized the unannotated transcripts. We conducted a BLASTX search for the unannotated transcripts, and we discuss the function of the encoded proteins. Fourth, to validate our sequence-based technology, we compared the results of quantification by the array-based and sequence-based approaches, and we discuss the advantages of the latter. This work contributes to the discovery of whole salinity stress-inducible transcripts without the need to rely on previous annotations. It should help to establish further sequence-based gene expression profiling in any organism.

## Results

### Mapping of 36-bp reads to the rice genome

We performed rice transcriptome analysis at single-nucleotide resolution by using Illumina mRNA-Seq technology. Briefly, poly(A) RNAs from salinity stress-treated rice tissues were reverse-transcribed and sequenced (Table 1). Millions of 36-bp reads were mapped to the rice genomic sequence (IRGSP Build 4.0), with at most two mismatches or 3 bp of indels allowed. To obtain many kinds of transcripts, data on nine technical replicates of the sequencing run of cDNA from the roots after salinity stress were accumulated. As the number of reads increased, the cumulative coverage of both the genome and the annotated transcribed region gradually approached a plateau (Figure 1a). Saturation of sequencing was also estimated on the basis of the fraction of genes that had reached their final RPKM (reads per kilobase of exon model per million mapped reads) [16]. As the number of reads increased, the fraction of highly expressed genes (RPKM ≥ 300) close to their final RPKM was almost unchanged, whereas those of genes with relatively low expression (RPKM 3-30) converged more slowly (Figure 1b). With four technical replicates (corresponding to about 27 to 35 million reads), 81.2% of genes with relatively low expression levels (RPKM 3-30) reached to within ± 5% of their final RPKM (Figure 1b). Thus, for further analysis, we adopted the summing of four technical replicates after filtration according to their base quality.

**Table 1:** Numbers of mapped reads

Sample	Total filtered reads	Unique						Multiple	%	Unmapped	%
		**total**	**%**	**genome**	**%**	**bridged**	**%**				

shoot_0 h	35,026,580	27,570,633	78.7	25,691,385	73.3	1,879,248	5.4	3,918,724	11.2	3,528,570	10.1
root_0 h	26,993,353	20,765,422	76.9	19,422,807	72.0	1,342,615	5.0	1,712,639	6.3	4,506,648	16.7
shoot_1 h	32,535,506	25,523,252	78.4	23,824,180	73.2	1,699,072	5.2	3,555,750	10.9	3,448,393	10.6
root_1 h	32,952,067	26,672,186	80.9	24,783,243	75.2	1,888,943	5.7	1,967,331	6.0	4,301,387	13.1

RNAs were prepared from normal shoot (shoot_0 h), normal root (root_0 h), shoot with salinity stress (shoot_1 h), or root with salinity stress (root_1 h). Numbers of 36-bp reads and their percentages of the total number of filtered reads, obtained by the summing of four technical replicates (Total filtered reads), are shown, as are reads mapped to the rice genome (Unique-genome), reads mapped uniquely to a predicted exon-exon bridging sequence (Unique-bridged), the total number of reads mapped uniquely to the genome and to a predicted exon-exon bridging sequence (Unique-total), reads mapped to multiple loci of the rice genome (Multiple), and reads unable to be mapped to the rice genome (Unmapped).

**Figure 1:**
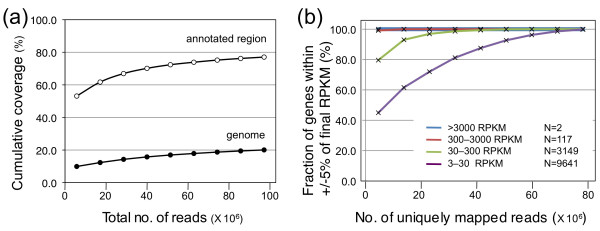
**Accumulation of 36-bp reads to cover whole transcripts**. (a) Cumulative coverage of rice genome and annotated region. Data from nine technical replicates of reads from roots after salinity stress were accumulated. Cumulative coverage was calculated by using reads uniquely mapped on the rice genome (black) or the RAP2 annotated region (white). As the number of reads increased, the cumulative coverage approached a plateau. (b) Robustness of the measurement of transcripts in four different expression classes. Saturation of sequencing was estimated on the basis of the fraction of RAP2 genes supported by FL-cDNA sequences that had reached their final RPKM (reads per kilobase of exon model per million mapped reads) [16]. Vertical axis indicates the fraction of genes for which the RPKM was within 5% of the final value, and horizontal axis indicates the cumulative number of uniquely mapped reads. The fraction of highly expressed genes was almost unchanged, whereas those of genes with relatively low expression converged slowly. *N *indicates the number of transcripts in each of the four classes.

Rice transcriptome analysis was based on response to salinity stress. mRNAs were prepared from the tissues of normal rice shoots and roots and from those subjected to 1 h of salinity stress. Of the 27 to 35 million quality-evaluated reads (Table 1; Total filtered reads), 72.0% to 75.2% were mapped uniquely to the rice genome (Table 1; Unique-genome); 5.0% to 5.7% of the reads bridged flanking exons (Table 1; Unique-bridged); 6.0% to 11.2% of the reads were repetitive sequences (Table 1; Multiple); and 10.1% to 16.7% had no match in the genome (Table 1; Unmapped). Thus, a total of 76.9% to 80.9% of the reads were mapped uniquely to the rice genome or to exon-exon junctions (Table 1; Unique-total).

Of the unmapped reads, 26.1% had high levels of identity to sequences derived from sequencing adaptors (11.0%), contaminating organisms (8.2%), or ribosomal RNA (6.9%) (Additional file 1. Table S1). A few transcripts might have been transcribed from unsequenced genomic regions of rice [17]. However, most of the unmapped reads (71.5%) had no similarity to each other (data not shown). Our preliminary experiment showed that the ratio of these unmapped reads was higher with mRNA-Seq (10.1%-16.7%; Table 1; Unmapped) than with genomic sequencing (2.0%-3.1%; data not shown). Thus, part of the random sequences might have come from residual random primers used in cDNA synthesis. The common random sequences might have come from sequencing errors in the use of the Illumina sequencing technology.

### Identification of differentially expressed genes by mRNA-Seq

mRNA-Seq quantifies the amount of transcripts on the basis of the number of sequence reads mapped on each gene. We adopted this method for transcript quantification by RPKM [16] and calculated the RPKM of each gene (Additional file 2: Table S2). RPKM quantification was distributed from 0 to over 10^4^. In shoots under normal conditions, the gene encoding ribulose bisphosphate carboxylase activase (AK104332) was expressed at extremely high levels (rpkm_0 hr_shoot = 10612.237). In roots under normal conditions, the gene for metallothionein (AK105219) was expressed at extremely high levels (rpkm_0 hr_root = 23661.149). The statistical mean and median were 19.78 and 3.399, respectively, in the shoot, and 18.705 and 4.241 in the root under normal conditions.

We then comprehensively compared the RPKM of each gene in response to salinity stress (*r *= 0.95 in shoot and 0.94 in root; Figure 2). We used the G-test with a 1% false discovery rate (FDR) and identified 6,469 (in shoot) and 10,321 (in root) differentially expressed RAP2 genes. Of these, 3,050 (up, 1,651; down, 1,399) genes were commonly differentially expressed. The number of highly differentially expressed genes (> 32×), such as those encoding bHLH-containing protein (AB040744) and amino acid transporter (J075191I06), was greater in the root (58 genes) than in the shoot (5 genes). Expression of genes previously identified under salinity stress [18]--i.e. *OsTPP1 *(AK103391), *LIP9 *(AY587109), *OsABA2 *(AK062655), *OsMST3 *(AK069202), *WSI76 *(AK107065), and *MYBS3 *(AK107134)--was induced in the root (> 2×). For a complete comparison see Additional file 2: Table S2.

**Figure 2:**
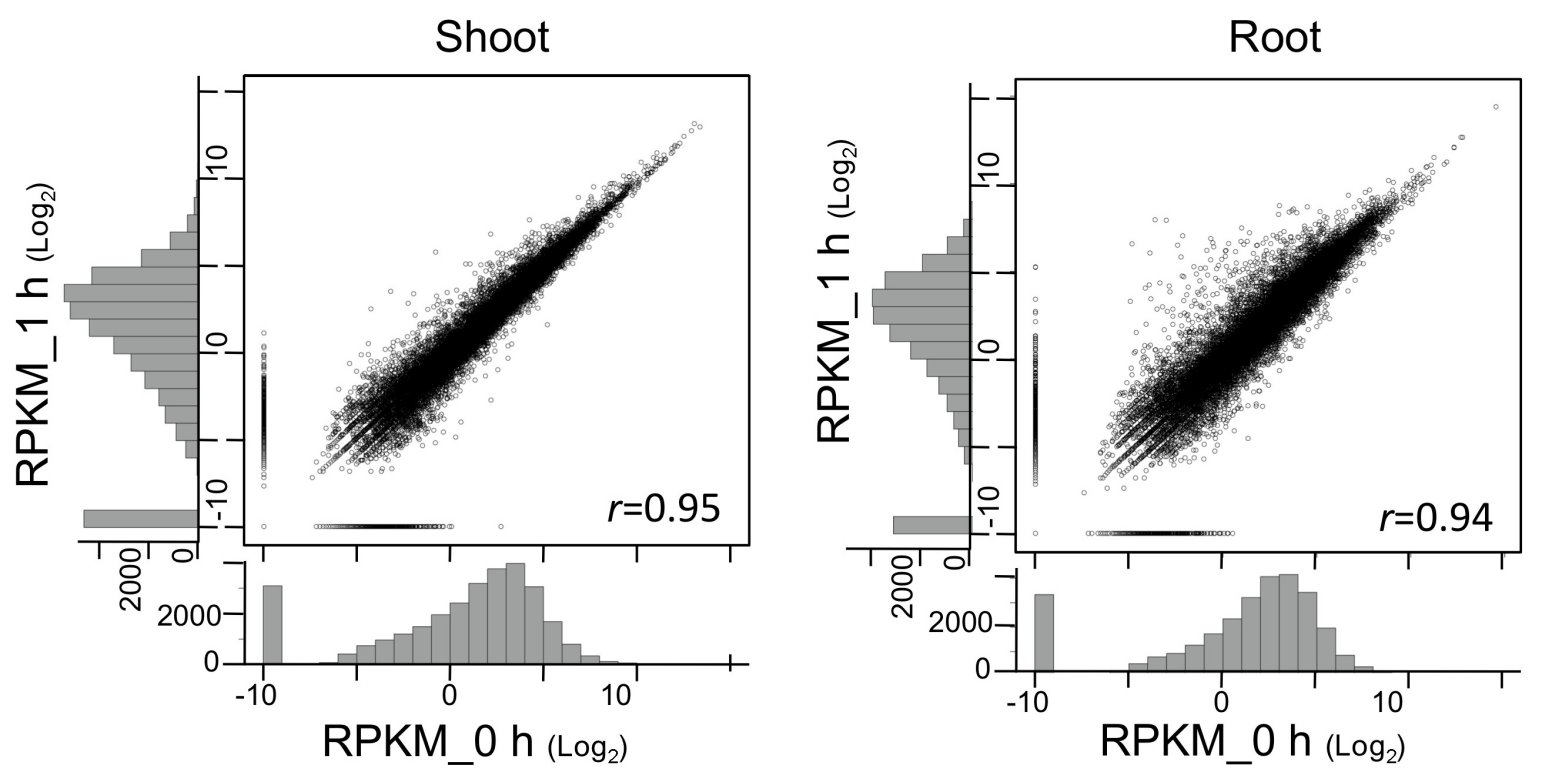
**Comparison of RPKM of each gene after salinity stress**. RPKM values for 29,389 RAP2 representative transcripts in the presence or absence of salinity stress were compared in the shoot (left) and root (right). For each gene, the RPKM (log_2_) value without salinity stress is plotted on the horizontal axis, and the corresponding RPKM (log_2_) value with stress is plotted on the vertical axis. Distributions of the number of transcripts are given outside the plot. The number of highly differentially expressed genes was greater in the root than in the shoot. Pearson's correlation coefficient is given in the corner of each plot.

The distribution of mapped reads on the rice genome was graphed on a GBrowse [19] (Figure 3). For example, the *OsTPP1 *(for trehalose-6-phosphate phosphatase: TPP) gene (AK103391), which encodes a protein that synthesizes the abiotic stress-protectant trehalose [20,21], was expressed exclusively in the root after 1 h of salinity stress; *RCc3 *(AK109149), which was previously identified as a root-specific gene [22], was expressed only in the root with and without stress; AK058218 (similar to *ZmGR1a *in *Zea mays*) was expressed exclusively in the shoot; most of the neighboring genes were expressed evenly in all tissues used (Figure 3).

**Figure 3:**
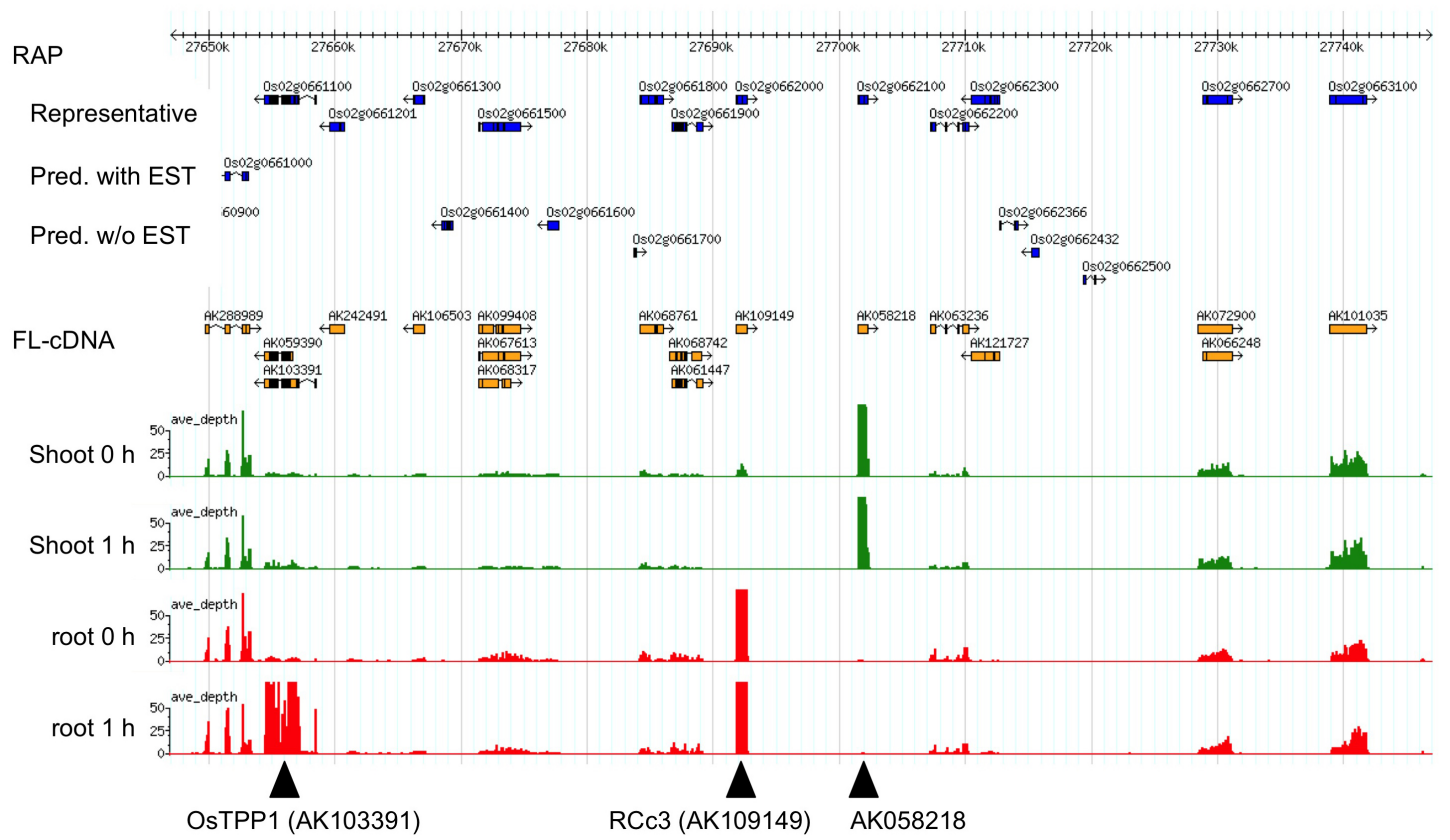
**Differential expression of genes in a 100-kb region on chromosome 2**. Gene models based on RAP representative loci (Representative), RAP predicted genes supported by ESTs (Pred. with EST) or not supported by ESTs (Pred. w/o EST), and full length-cDNA sequences (FL-cDNA) are shown. Graphs indicate the average depths of 36-bp reads on the rice genome (IRGSP build 4) by xyplot in GBrowse; each position represents the number of reads covering each 100 bp per million mapped reads. The level of expression is normalized against shoot 0 h (no saline exposure) as the standard. The genes *OsTPP1 *(AK103391), *RCc3 *(AK109149), and AK058218 were expressed differentially.

### Constructing gene models by mRNA-seq

Transcribed regions were identified on the basis of the piling up of mapped short reads through the programs Bowtie [9], TopHat [10], and Cufflinks [11]. In the shoot, 51,301 transcripts were predicted (RPKM ≥ 2, length ≥ 100 bp) (Table 2); 94.6% (48,506/51,301) of the predicted transcripts were mapped on previously annotated loci in RAP2 [14,15]; thus, the remaining 2,795 predicted transcripts were unannotated in RAP-DB (Table 2). In the root, 3,082 of the 54,491 predicted transcripts were mapped on unannotated regions (Table 2). For example, the previously annotated gene AK243146, which is similar to *DREB1B *in *Arabidopsis thaliana *(GI: 3738226), was expressed after salinity stress and also predicted by Cufflinks (Root_CUFF. 214677.0); other exons were also predicted and connected by bridging sequences elucidated by TopHat (Root_CUFF. 214638.0) (Figure 4a). Reads were also mapped on the extended parts of the ends of most 5' and 3' exons in previous gene models (Figure 4b, c). Of the transcripts mapped on previously annotated loci, 1,738 (shoot) and 2,297 (root) had not been supported by ESTs [23] or FL-cDNAs [13].

**Table 2:** Numbers and ORF predictions of transcripts

		shoot	root
No. of transcripts mapped on RAP2 annotated loci		48,506	51,409
No. of transcripts mapped on unannotated region		2,795	3,082
	--ORFs detected by BLASTX	(995)	(1,052)
	--ORFs ≥ 20 a.a., no BLASTX hits	(1,670)	(1,873)
	--no ORFs or ORFs < 20 a.a.	(130)	(157)

Total		51,301	54,491

Transcripts were predicted on the basis of the piling up of mapped reads by the Cufflinks program (RPKM ≥ 2, length ≥ 100 bp). ORF prediction was conducted by BLASTX search against UniProt (Swiss-Prot) and RefSeq (reviewed and validated). ORF: open reading frame; a.a: amino acids.

**Figure 4:**
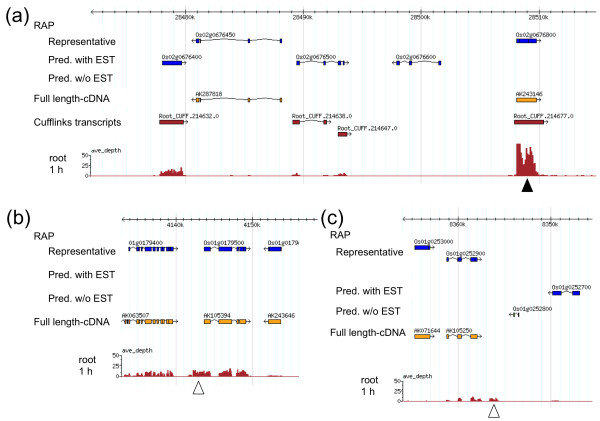
**Prediction of transcripts**. (a) Transcript prediction by Cufflinks program. Graph indicates the average depth of reads from mRNA-Seq after salinity stress of the root, as in Figure 3. Exon models (Cufflinks transcripts) were predicted by the piling up of reads (graph) by the Cufflinks program. RAP representative loci (Representative), RAP predicted genes supported by ESTs (Pred. with EST) or not supported by ESTs (Pred. w/o EST), and full length-cDNA sequences (FL-cDNA) are shown. AK243146, which is similar to *DREB1B *in *Arabidopsis thaliana*, was expressed and also predicted by the Cufflinks program (black triangle). (b), (c) Putative extension of RAP2 annotated transcripts. Putative transcripts might have a much longer 5' exon (b; white triangle) or 3' UTR (c; white triangle) than the annotations in RAP-DB. Full-length-cDNAs did not cover the entire transcribed regions (white triangles).

We attempted to predict the functions of unannotated transcripts by BLASTX search and longest-ORF search. In a BLASTX search against the UniProt and RefSeq sequences, of the predicted transcripts, 995 (shoot) and 1,052 (root) had ORFs similar to those encoding the amino acid sequences of functional proteins (Table 2). Of the remaining unannotated transcripts, 1,670 (shoot) and 1,873 (root) had ORFs encoding at least 20 amino acids by longest-ORF search (Table 2). Amino acid length was widely distributed: the mean and median were 125 and 77 amino acids in the shoot, and 123 and 74 in the root (Figure 5). We used the G-test with a 1% FDR and identified 213 (up, 86; down, 127; in shoot) and 436 (up, 146; down, 290; in root) differentially expressed Cufflinks transcripts. Even though the lengths of Cufflinks transcripts were not completely identical between shoot and root, at least 55 differentially expressed transcripts were common to the two tissues. In response to salinity stress, 5 (shoot) and 13 (root) unannotated transcripts were upregulated (≥2×) (Table 3). These unannotated transcripts encoded, for example, proteins similar to indole-3-glycerol phosphate lyase and gibberellin 2-beta-dioxygenase (Table 3). Of the other differentially expressed genes (< 2×), Root_CUFF.256193.0 was upregulated (1.9×); it encoded proteins similar to MSL2 (MscS-LIKE2) (Additional file 3: Table S3). For a complete list of unannotated transcripts see Additional file 3: Table S3.

**Figure 5:**
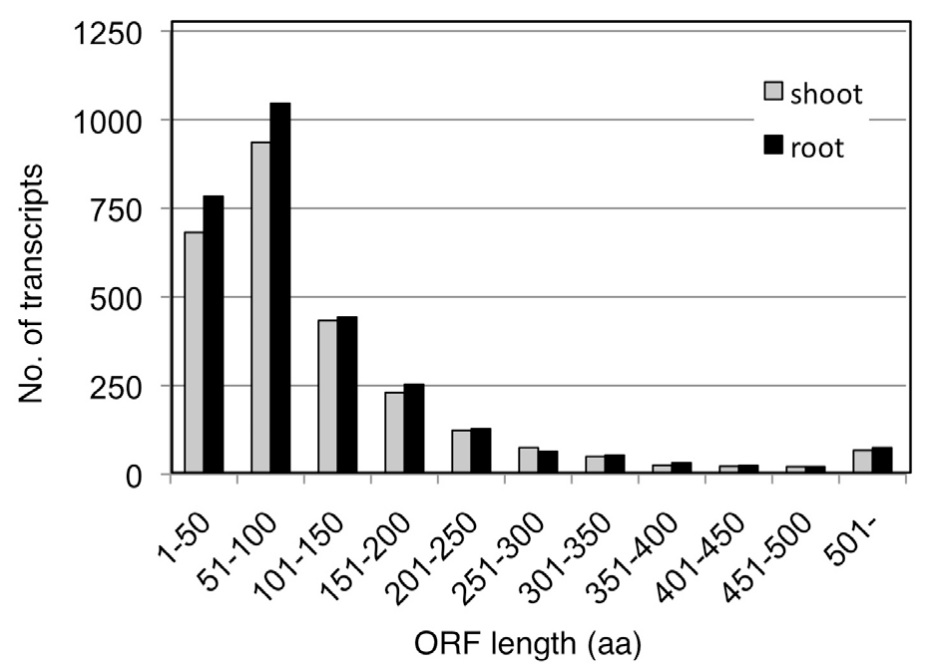
**ORF length and number of transcripts**. The distribution of ORF lengths of unannotated transcripts predicted by Cufflinks is shown. Vertical axis indicates the number of transcripts from the shoot (grey) and root (black), and horizontal axis indicates the ORF length of each predicted transcript.

**Table 3:** Examples of expression ratios and putative functions of unannotated transcripts

shoot						
Cufflinks_ID	NT_Length	RPKM_0	RPKM_1	Ratio	AA_Length	Description

Shoot_CUFF.273129.0	146	1.333	13.8	10.4	48	Indole-3-glycerol phosphate lyase
Shoot_CUFF.412372.0	372	3.871	14.33	3.7	122	Inter-alpha-trypsin inhibitor heavy chain-related
Shoot_CUFF.436239.0	1,376	2.744	7.23	2.6	320	Pleiotropic drug resistance protein 4
Shoot_CUFF.379980.0	692	2.137	5.398	2.5	118	HHP2 (heptahelical transmembrane protein2)
Shoot_CUFF.81865.0	2,068	17.504	37.286	2.1	591	Alcohol oxidase-related

root						
Cufflinks_ID	NT_Length	RPKM_0	RPKM_1	Ratio	AA_Length	Description

Root_CUFF.327296.0	965	0	24.461	-	283	Gibberellin 2-beta-dioxygenase
Root_CUFF.298860.0	638	4.519	67.671	15.0	137	Putative lipoxygenase 5
Root_CUFF.439679.0	691	6.259	23.299	3.7	229	Probable pleiotropic drug resistance protein 1
Root_CUFF.168009.0	1,381	6.562	22.293	3.4	75	Phosphoinositide-specific phospholipase C
Root_CUFF.439685.0	1,382	3.8	12.555	3.3	336	Pleiotropic drug resistance protein 4
Root_CUFF.300686.0	473	1.415	4.607	3.3	157	Kinesin motor protein-related
Root_CUFF.177468.0	641	2.651	7.869	3.0	40	Phosphatidate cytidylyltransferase family protein
Root_CUFF.220154.0	636	1.7	4.695	2.8	212	Chromosome-associated kinesin, putative
Root_CUFF.365224.0	338	2.133	5.491	2.6	68	Binding/protein transporter
Root_CUFF.415910.0	372	6.228	14.968	2.4	122	Inter-alpha-trypsin inhibitor heavy chain-related
Root_CUFF.406739.0	669	1.462	3.317	2.3	48	VAD1 (vascular associated death1)
Root_CUFF.44438.0	639	2.256	4.736	2.1	118	Jacalin lectin family protein
Root_CUFF.450445.0	907	1.419	2.892	2.0	302	PDR11 (pleiotropic drug resistance 11)

Cufflinks ID (Cufflinks_ID); total nucleotide length of each predicted transcript (NT_Length); RPKM without salinity stress (RPKM_0) or with salinity stress (RPKM_1); calculated ratio of RPKM (rpkm_1/rpkm_0; Ratio); number of amino acids encoded by putative ORF (AA_Length); and name of similar protein (Description) are listed. Differentially expressed Cufflinks transcripts were identified by the G-test with a 1% false discovery rate. Highly differentially expressed genes (ratio ≥2) derived from different loci that had ORFs predicted by BLASTX search are listed. "-" means a calculated ratio of infinity because the RPKM without salinity stress (RPKM_0) was 0. Detailed data for all unannotated transcripts are listed in Additional file 3: Table S3.

### Comparison of sequence-based and array-based technologies for gene expression profiling

Our sequence-based gene expression profiling was validated against array-based technology. 

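The array comparison used 60-mer rice arrays hybridized with Cy3- and Cy5-labeled cRNA, 2 for shoot and 2 for root. Each array set RNA from 7-day-old seedlings after 1 h in 150 mM NaCl against RNA from seedlings without salinity stress (0 h), with 10 plants pooled for each RNA. On array 1 of a tissue the 0 h cRNA carried Cy3 and the 1 h cRNA carried Cy5, and on array 2 the dyes were exchanged. Both arrays of a tissue carried the same RNA, so each condition was measured on 1 RNA pool. The difference between the arrays therefore holds the error of hybridization and dye and no variation between plants, and no p-value was computed across genes. For every spot the authors deposited the background-subtracted signal intensity of each channel, from which log2 ratios were taken, normalized by loess within each array, turned to 1 h over 0 h and averaged over both arrays. A probe was kept when the scanner software marked it as positive and significant and as well above background in both channels of both arrays of the tissue. Of 42418 different probes, 33145 (78.1%) were kept in shoot and 33565 (79.1%) in root. The number of arrays and of RNA pools limits the precision of all array values.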

First, signal intensity and RPKM from the same RNA materials were compared. These two independent measures of transcript abundance were correlated (*r *= 0.75-0.77), especially at moderately high signal intensities (Figure 6). However, the correlation was not as strong at extremely high signal intensities (> log_2 _32,768 = 15), suggesting that the array signal intensity was saturated but the RPKM was not (Figure 6, root). 

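Signal intensities were averaged on the log2 scale over the Cy3 and Cy5 channels that held a condition, and over the probes of a locus that were well above background in those channels. RPKM values came from Table S2, of which only the first 1998 of 29389 loci for shoot and the first 878 for root, all on chromosome 1, could be analysed here. Across the genes with an RPKM above 0, Pearson's r was 0.78 in shoot at 0 h (95% bootstrap interval over genes 0.74 to 0.81, n = 1414 genes), 0.79 in shoot at 1 h (0.76 to 0.82, n = 1402), 0.76 in root at 0 h (0.70 to 0.81, n = 644) and 0.77 in root at 1 h (0.72 to 0.81, n = 640). Spearman's rho was 0.81 in shoot at both hours, 0.79 in root at 0 h and 0.80 in root at 1 h. Genes are not independent replicates, and the intervals describe these genes only. With the genes of each condition split by signal intensity into 3 groups of equal size, r lay between 0.44 and 0.47 in the lowest group, between 0.17 and 0.40 in the middle group and between 0.44 and 0.54 in the highest group. The middle group covered the narrowest range of log2 signals in every condition. In shoot at 0 h it ran from 8.05 to 10.4, against 3.85 to 8.04 in the lowest group and 10.41 to 16.66 in the highest. A narrow range can lower r by itself, so these values do not rank the agreement by signal. Of the alternatives, keeping the genes at RPKM 0 with 0.001 added to each RPKM moved the r over all genes of a condition most, the lowest being 0.67 in root at 0 h.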

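Normalized signal intensities above 15 on the log2 scale were held by 819 probes in shoot at 0 h, 838 in shoot at 1 h, 725 in root at 0 h and 801 in root at 1 h. The scanner software marked 0 spots as saturated in each of the 8 channels. It had read the slide at a high and a low photomultiplier setting and combined both readings, which extends the range of signals. The brightest spot reached between 12.7% and 14.7% of the saturation value in the Cy3 channels and between 73.5% and 82.7% in the Cy5 channels. Among the loci of Table S2 that could be analysed, at most 11 genes of a shoot condition and 3 of a root condition lay above 15, so no r was computed for them. From the weaker correlation in this range, the paper proposes that the array signal was saturated and the RPKM was not (Figure 6).

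**Figure D1:**
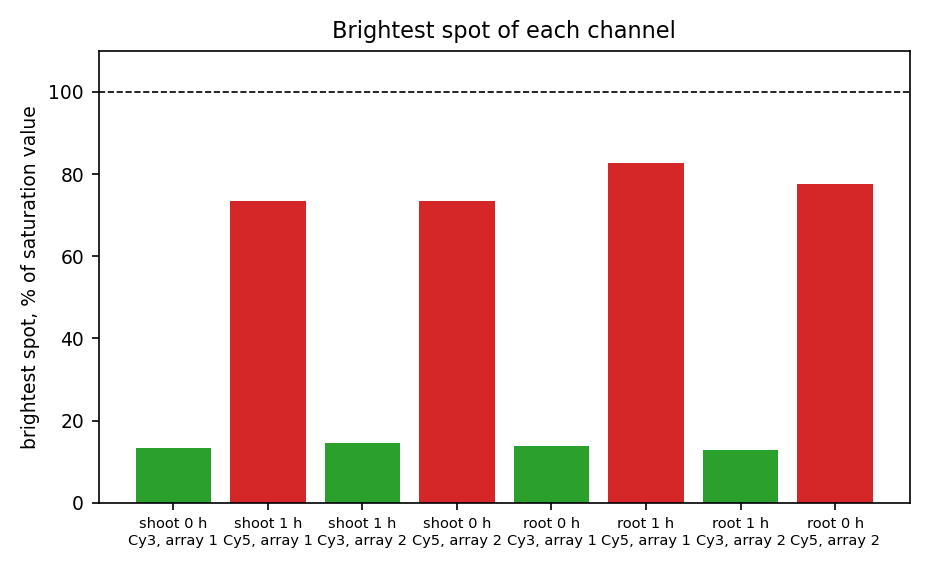
Brightest spot of each channel as a percentage of the saturation value that the scanner software gives for that channel, 1 bar per channel of the 4 arrays, Cy3 in green and Cy5 in red. The dashed line marks the saturation value, and the highest bar, root at 1 h in Cy5, stands at 82.7%.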

Next, the ratios of differentially expressed genes were compared. 

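For each locus with an RPKM above 0 at both hours, the log2 ratio of 1 h over 0 h by the array was averaged over its kept probes and set against the log2 ratio of the RPKM values. Over the loci of Table S2 that could be analysed, Pearson's r across genes was 0.75 in shoot (95% bootstrap interval over genes 0.69 to 0.81, Spearman's rho 0.71, n = 1376) and 0.83 in root (0.77 to 0.88, rho 0.75, n = 624). Of 51 shoot genes changed at least 2-fold by the array, 50 had an RPKM ratio in the same direction, as did 59 of 62 in root. Adding 0.001 to each RPKM and keeping the genes at RPKM 0 moved r most in shoot, to 0.49, and requiring at least 10 reads for each RPKM raised it to 0.83 in shoot and 0.88 in root.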

The ratio obtained from the array and the corresponding ratio obtained from RPKM was highly correlated over a broad range (*r *= 0.72 in shoot and 0.80 in root; Figure 7). 

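In bins 0.2 wide on the log2 scale, the array ratios were most frequent in the bin centred on 0 in both tissues. This bin held 30.2% of the kept probes in shoot and 20.5% in root. Loess centres the ratios of each array near 0, so the place of this peak does not test whether most genes were expressed evenly. The ratio stayed within 2-fold at 96.3% of the probes in shoot (Wilson 95% interval 96.1% to 96.5%) and at 90.1% in root (89.8% to 90.4%), and these intervals cover the number of probes only. In shoot 995 probes were at least 2-fold higher and 231 at least 2-fold lower after salinity stress, of which 787 and 155 passed 2-fold on both dye-swap arrays. In root 2157 probes were higher and 1171 lower, of which 1812 and 918 passed on both arrays. At least 4-fold higher were 149 probes in shoot and 621 in root. Of the alternatives, those on dim signals moved the counts of probes at least 2-fold lower most. In shoot the count was 779 without the filter and 109 under normexp background correction. In root it was 1922 and 675 in the same order. Among the kept probes past 2-fold on both arrays, the largest rise in root was that of the gene for the bHLH-containing protein (AB040744, Os04g0301500), with a log2 ratio of 9.15 (9.36 and 8.95 on the separate arrays), followed by AK062882 (Os08g0474000), annotated as an AP2 domain protein, with 8.14. In shoot the largest rise among such probes was 4.94 for AK066682 (Os12g0247700), annotated as a beta-glucosidase aggregating factor. AU056136 with 4.75 lay within the technical SD of this value, so the order of these rises is not resolved. The largest fall in shoot among the kept probes past 2-fold on both arrays was -4.16 (-3.82 and -4.50), for the metallothionein gene AK105219 (Os12g0571100). The paper reports its transcript at an extremely high level in root. Root RNA in the shoot pool at 0 h could produce such a fall and was not excluded, so the fall cannot be credited to salinity stress alone. In root the largest fall was that of AK061210 (Os09g0444900), annotated as a DUF716 family protein, with -3.12. AK070327 with -3.10 and AK101700 with -3.00 lay within the technical SD of this value, so the order of these falls is not resolved. These ratios exceed the technical SD between the dye-swap arrays, which was 0.20 in shoot and 0.19 in root on the log2 scale.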

The histogram was highest at log_2_1 (= 0), suggesting that most genes were expressed evenly both before and 1 h after salinity stress (Figure 7). However, a few discrepancies were found: increased changes in the expression of 17 genes were found by using the array (> 4×), but not by using mRNA-Seq (< 2×); conversely, increased changes in the expression of 7 genes were found by using mRNA-Seq (> 4×), but not by using the array (< 2×) (Additional file 4: Figure S1). 

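Table S4 lists qRT-PCR primers for 24 loci, and the array ratios of these loci were taken as the mean over their kept probes. In root 19 of the loci had a kept probe. By this mean 4 of them were at least 4-fold higher after salinity stress, 12 were below 2-fold and 3 lay between. In shoot 21 loci had a kept probe, of which 1 was at least 4-fold higher and 17 were below 2-fold. The largest root ratio among the loci was that of Os01g0952900, annotated as a conserved hypothetical protein, with log2 ratios of 6.17 and 6.22 at its 2 probes. Without the filter on dim probes, 8 loci were at least 4-fold higher in root, and under normexp background correction 1 was. The paper's text does not name the tissue or the loci of the separate groups of genes.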

To further examine these discrepancies, we used quantitative real-time polymerase chain reaction (qRT-PCR). The qRT-PCR results suggested that most of the former discrepancy was due to technical inaccuracy in the array experiments. However, qRT-PCR supported only three of the seven mRNA-Seq data in the latter discrepancy (Additional file 4: Figure S1). Despite these discrepancies, our sequence-based approach was generally valid as a gene expression profiling technology for use with previously annotated genes.

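At 8 of the loci of Table S4 more than 1 probe was kept in root, and at 5 of these a probe that rose over 4-fold stood beside a probe within 2-fold. At Os04g0498600, annotated as S-adenosylmethionine decarboxylase, the probe for AK072162 had a log2 ratio of 2.80 (2.57 and 3.03 on the separate arrays), and the other 6 probes lay between 0.09 and 0.18. At Os03g0843300, annotated as a late embryogenesis abundant protein, the probe for AK101917 had 2.23 on average and the other 3 lay between 0.31 and 0.39. At Os04g0527400 the probe for AK107295 had 2.55 and the others 0.23 each, and at Os03g0278400, annotated as an ADP ribosylation GTPase-like protein, AK070052 had 2.24 and AY224461 had -0.01. At Os02g0668100, annotated as a polyprenyl synthetase, AK105878 had 2.35 and the others 0.84 and 0.91. The rise was over 4-fold on both dye-swap arrays at each of these 5 probes. With normexp background correction their log2 ratios were 1.03 to 1.61. Over all 24 loci of Table S4, 17 probes had a mean ratio over 4-fold in root, and 7 of these were not well above background in some channel. The probes of Os02g0522100 (AK107057) and Os02g0527200 (AK058851) among them were not well above background at 0 h on both arrays, and their levels at 1 h were at least 3.23-fold and at least 6.50-fold higher. From the qRT-PCR values, the paper proposes that technical inaccuracy of the array lay behind most of the rises seen by the array alone.

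**Figure D2:**
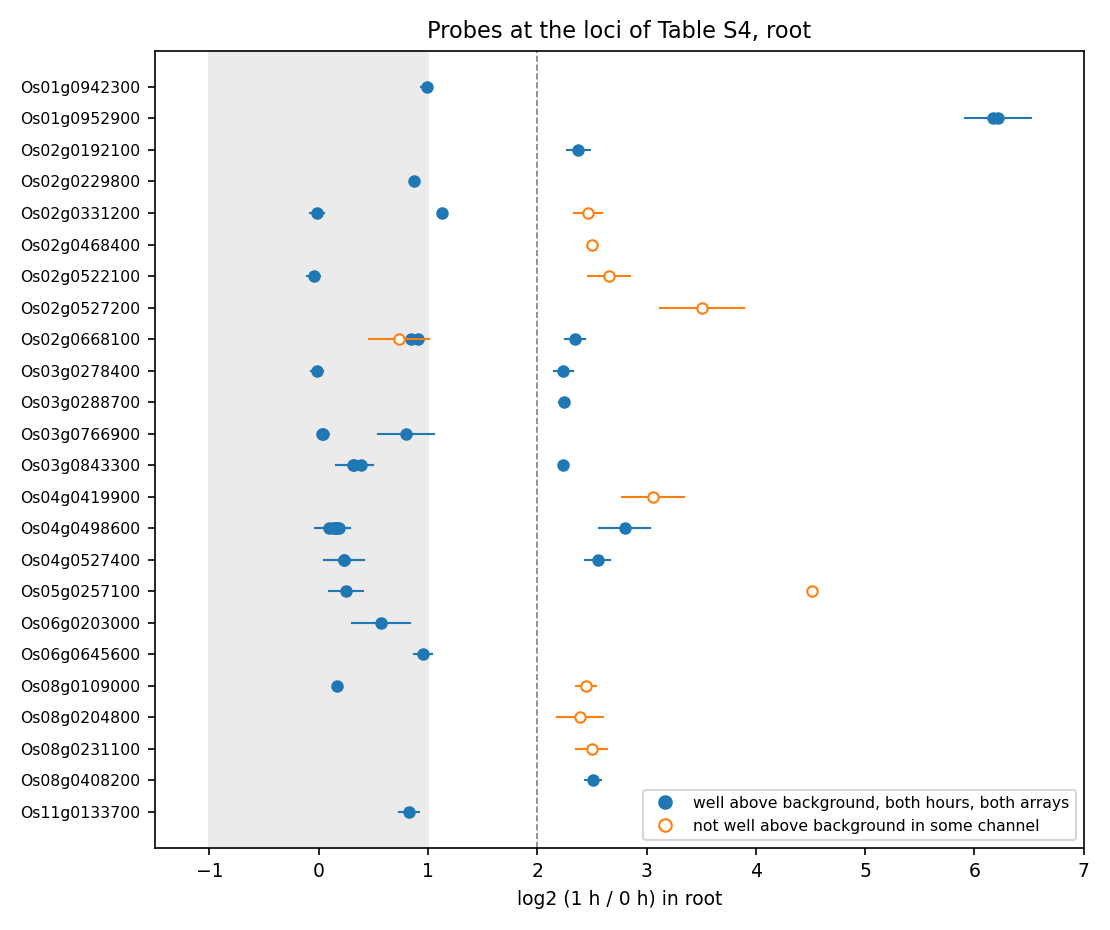
Log2 ratio of 1 h over 0 h in root for the probes of the loci of Table S4 with a ratio on at least 1 array, 1 row per locus. Points are means over the dye-swap arrays and lines join both arrays, with filled points for kept probes and open points for probes not well above background in some channel. The shaded band is within 2-fold and the dashed line marks 4-fold, and at Os04g0498600 a probe at 2.80 stands apart from 6 probes at 0.18 or below.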

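In root 9 loci of Table S4 were below 2-fold at every kept probe. The highest of their ratios was that of Os01g0942300, annotated as a glucan endo-1,3-beta-glucosidase, with a log2 ratio of 0.99 (1.04 and 0.93 on the separate arrays), which lies closer to 2-fold than the technical SD. Os06g0645600 had 0.95, Os02g0229800 had 0.87 and Os11g0133700 had 0.82. At Os02g0522100, Os05g0257100 and Os08g0109000 the kept probe had -0.05, 0.25 and 0.16, and each of these loci had another probe that was not well above background at 0 h on at least 1 array.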

**Figure 6:**
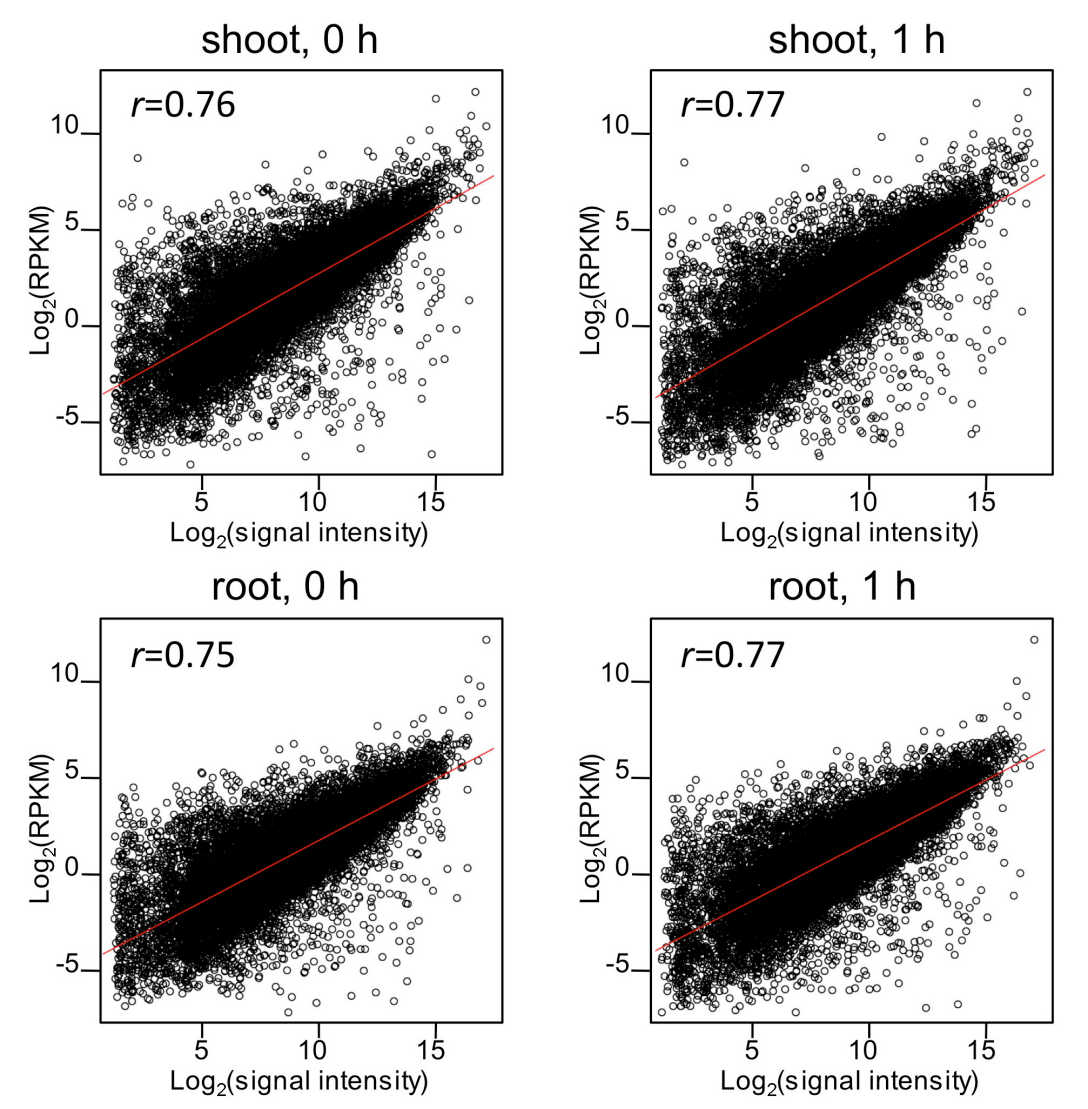
**Comparison of quantification of gene expression by mRNA-Seq and microarray**. For each gene, the normalized intensity (log_2_) from the array is plotted on the horizontal axis, and the corresponding count of RPKM (log_2_) is plotted on the vertical axis. Signal intensity is the average of that of Cy3 and Cy5 (dye-swap experiments). Pearson's correlation coefficient is given in the corner of each plot.

**Figure 7:**
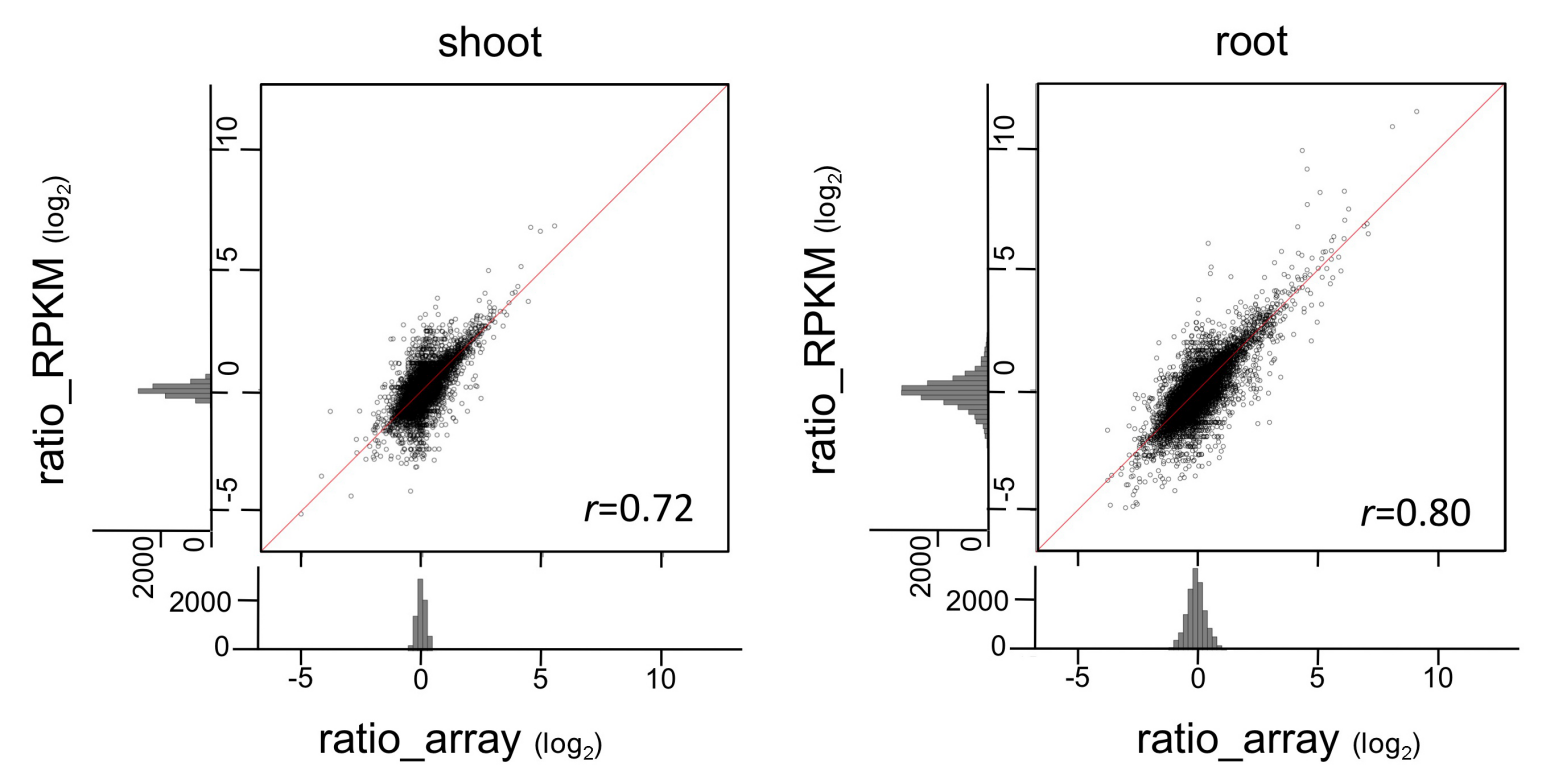
**Comparison of ratios of differential expression calculated by mRNA-Seq and microarray**. For each gene from shoots (*N *= 14,575) and roots (*N *= 14,861), the ratio (log_2_) obtained from the array is plotted on the horizontal axis; the corresponding ratio obtained from RPKM (log_2_) is plotted on the vertical axis. The distributions of the number of transcripts are given outside the plot. Red line indicates where *X *= *Y*. Pearson's correlation coefficient is given in the corner of each plot.

## Discussion

### Estimation of variation and abundance of whole transcripts in rice

How many reads are required to cover whole transcripts in the rice cell? As the number of reads increased, the cumulative coverage approached a plateau (Figure 1). We summed four technical replicates (Table 1). RPKM is widely used to calculate the abundance of each transcript and is linear across a dynamic range [16]. The distribution of RPKM of rice genes ranged from 0 to over 10^4 ^(Figure 2); genes involved in photosynthesis in the shoot or in regulation of physiological metals in the root were highly expressed, whereas about 30% of genes had RPKM < 1 (Additional file 2: Table S2). The saturation of sequencing in rice (Figure 1b) was almost the same as in a previous mammalian analysis [16]. According to that analysis, "one transcript in a cell corresponds to 1 to 3 RPKM" [16], so genes having RPKM < 1 might rarely be expressed. However, data on the RNA content of each rice cell are required to calculate the number of existing molecules of RNAs. As rice tissue contains cells of various sizes and types, the relationship between the number of existing molecules and their RPKM has not yet been accurately determined. When we used four technical replicates, about 20% of genes expressed at relatively low levels (RPKM 3-30) did not reach their final RPKM (Figure 1b), suggesting that these model settings were insufficient for calculating the real RPKM of genes expressed at low levels.

Summing of the four technical replicates covered 70.1% of all annotated regions, corresponding to 15.8% of 389 Mb [24] of the rice genome (Figure 1a). This result suggests that these regions were transcriptionally active under the experimental conditions. Even though the cumulative coverage was close to a plateau, the coverage rose gradually; the accumulation of about 95 million reads covered 77.0% of annotated regions (Figure 1a), suggesting that some of the reads expressed at low levels were not sequenced. However, the gradual increase in coverage might have been due to the presence of contaminated genomic DNA or a very small amount of partly processed nuclear RNAs, because intron retention is the most prevalent alternative splicing form in rice [25], as it is in *Arabidopsis thaliana *[26]. Thus, we consider that the summing of four technical replicates of 36-bp reads, corresponding to a total of 1 Gbp of filtered sequences, covered almost all the transcripts in the rice cell under the experimental conditions, although more reads are required to obtain the final RPKM of genes expressed at relatively low levels.

### Identification of unannotated transcripts by mRNA sequencing

mRNA-Seq provides information on whole transcribed genes without the need to rely on annotation (Figure 3), whereas array technology is limited to providing data only on those previously annotated genes and on previously identified ESTs with no known homologies that have corresponding probes on the array. On the basis of the piling up of mapped reads, we predicted 2,795 (shoot) and 3,082 (root) currently unannotated transcripts in RAP-DB (Table 2; Figure 4a). Of the RAP2 unannotated transcripts, 54.6% (1,525/2,795) in shoot and 53.8% (1,659/3,082) in root had not been annotated by Michigan State University (MSU) (data not shown), suggesting that these transcripts were novel transcripts.

Unannotated transcripts included extended parts of previously annotated genes (Figure 4b, c). Extension of 5' exons might contribute to the making of a different start codon or the shifting of the reading frame of previously annotated genes. Extension of 3' UTRs might contribute to microRNA-mediated control of translation or post-transcriptional RNA metabolism [27,28]. For example, mRNA-Seq provided evidence of the existence of extended parts of previously annotated genes and of the differential regulation of their expression. AK240862, previously annotated as a non-protein-coding transcript, had additional predicted exons distal to the 5' end of the previous gene model, and it encoded an indole-3-glycerol phosphate lyase (Additional file 4: Figure S2). Two neighboring genes (AK072595, AK288107) were also similar to the indole-3-glycerol phosphate lyase gene, suggesting that all three genes were tandemly duplicated. Although all three genes were upregulated in response to salinity stress, their tissue specificities and expression levels differed (Additional file 4: Figure S2), suggesting that their functions diversified after gene duplication.

mRNA-Seq also provided evidence of expression of computationally predicted genes. The existence of a number of genes computationally predicted in RAP-DB [15] has not been supported [15] by ESTs [23] or FL-cDNAs [13]. Here, 1,738 (shoot) and 2,297 (root) transcripts identified by mRNA-Seq have been mapped on computationally predicted genes, the presence of which was not supported by experiments, suggesting the validity of the computationally predicted gene models in RAP-DB. We will use these sequence-based transcriptome analyses to improve RAP-DB.

mRNA-Seq provided details of the bridging sequences between exons, suggesting the presence of splicing junctions, whereas array technology--including whole-genome tiling arrays [29]--provides no information on connecting exons. Because reads that bridge exon boundaries are not mapped directly to the genomic sequence, a mapping technique was required. As a first step, the enumeration of all theoretical splicing junctions within annotated transcripts allows the mapping of bridging reads [12,16,30] by using statistical models [31]. We found that 5.0% to 5.7% of reads formed primary bridges with previously annotated exons (Table 1, Unique-bridged); this was not sufficient to discover sequences bridging unannotated transcripts. Programs such as TopHat [10] and G-Mo. R-Se (Gene Modeling using RNA-Seq) [32] are designed to align reads to form potential splice junctions without relying on known splice sites. In this study, sequences flanking potential donor/acceptor splice sites were joined to form canonical (GT-AG) introns between neighboring (but not necessarily adjacent) islands by using TopHat [10]. Even though we used TopHat for our prediction, some of the predicted transcripts remained to be separated--unlike the case with the FL-cDNA sequences--because of the lack of sufficient bridging sequences between the exons (Additional file 4: Figure S3), suggesting that more bridging reads should be sequenced to connect predicted exons. Elongation of the length of each read may also enhance the chance to connect predicted exons.

### Sequence-based transcriptome analysis for capturing salinity stress-inducible genes in rice

mRNA-Seq comprehensively identified salinity stress-inducible genes. Unannotated transcripts had ORFs (Table 2) with a mean length of 123 amino acids (root) or 125 amino acids (shoot) (Figure 5), suggesting that these unannotated transcripts could encode functional proteins. Of the unannotated transcripts, 213 (shoot) and 436 (root) were differentially expressed in response to salinity stress (Table 3, Additional file 3: Table S3). These unannotated transcripts encoded proteins associated with functions such as amino acid metabolism (indole-3-glycerol phosphate lyase) in response to abiotic stress [33], diterpenoid biosynthesis (gibberellin 2-beta-dioxygenase), and mechanosensitive ion channel (MSL2) function [34]. Mechanosensitive ion channels are gated directly by physical stimuli such as osmotic shock and transduce these stimuli into electrical signals [35]. mRNA-Seq also captured previously identified genes involved in salinity tolerance, namely those associated with trehalose synthesis (*OsTPP1*) (Figure 3), dehydrin (*LIP9*), ABA synthesis (*OsABA2*), sugar transport (*OsMST3*), glycerol transferase (*WSI76*), and transcription factors similar to those of the DREB family (Additional file 2: Table S2). A substantial number of transcripts were exclusively upregulated only in the root (Figure 2). As only the root was directly exposed to 1 h of salinity stress, it might take time to induce the expression of more genes in the shoot; *OsTPP1 *(Figure 3) might be expressed in the shoot after 10 h of exposure, as has been found in Yukihikari rice [36]. With these genes, Nipponbare may have the potential to be tolerant to salinity stress.

Rice cultivars such as Nona Bokra and Pokkali are substantially more salinity tolerant than Nipponbare [37], suggesting that the genuine salinity stress tolerance gene might be missing in Nipponbare. The 23 *Oryza *species are geographically, physiologically, and genetically diverse [38], and many of the genes in cultivated rices have been selected by humans under field conditions, not by environmental stress. These essentially missing genes could serve as potential genetic resources for the improvement of cultivated crops. Sequence-based technology can be used to extract such missing genes by the piling-up of short reads on their own genomes without the need to rely on sequence similarity.

### Overcoming the technical inaccuracy

Microarray technology has been used as a sophisticated platform for the expression profiling of previously annotated genes. However, as an array-based technology, evaluation of signal intensities close to background levels tends to cause artifacts in array analysis because of high levels of background noise and/or cross-hybridization [2]; moreover, hybridization efficiency might vary with the probes used, suggesting that the calculation of real molar concentrations is inaccurate. 

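The spread between the dye-swap arrays depended on the signal. With the kept probes split by mean log2 signal into 10 groups of equal size, the technical SD of the log2 ratio was 0.33 in shoot and 0.31 in root in the lowest group, and between 0.16 and 0.17 in both tissues in groups 5 to 9. Probes that were not kept but had positive signals on both arrays, 4722 in shoot and 4550 in root, had a technical SD of 1.37 in shoot and 1.36 in root. The ratios of these probes on array 1 and array 2 were correlated across probes with r = 0.07 in shoot and 0.31 in root. Of these probes 49.7% in shoot and 59.7% in root passed 2-fold on at least 1 array, but only 421 and 795 passed it in the same direction on both.

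**Figure D3:**
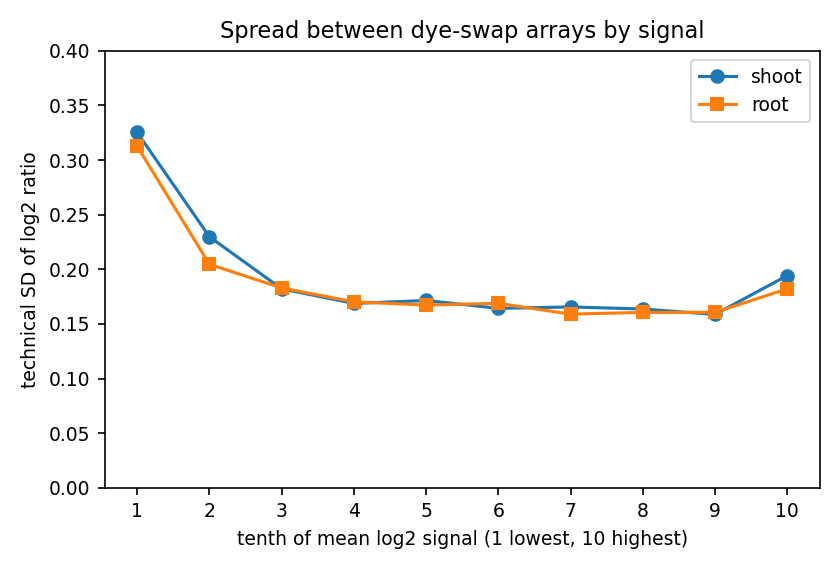
Technical SD of the log2 ratio, from the difference between the dye-swap arrays, in 10 groups of the kept probes by mean log2 signal, for shoot and root. It is highest in the lowest group, 0.33 in shoot and 0.31 in root.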

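The annotation in the array files gives a region label for 32314 probes designed on an mRNA. Of these, 92.8% were labelled as coding sequence and 3' UTR and 3.42% as UTR alone. A further 2.56% were labelled as 5' UTR and coding sequence and 1.23% as coding sequence alone. The labels alone do not show whether they describe the probe itself or the transcript it was designed on. These shares therefore do not give the positions of the probes. With 7796 of 29689 loci represented by more than 1 probe, the value of a locus can depend on how its probes are combined.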

Whereas the Agilent rice 44K Array is designed to quantify 60-mer sequences at the 3'-end of transcripts, mRNA-Seq quantifies transcript abundance on the basis of the number of mapped sequences on the whole gene model. In our study, the two measures of transcript abundance (Figure 6) and change ratios (Figure 7) were highly correlated, as in a previous report [6]. Moreover, for genes expressed at low or extremely high levels (Figure 6, root) and for genes differentially expressed in arrays (Additional file 4: Figure S1a), mRNA-Seq seemed to be accurate. Therefore, mRNA-Seq measures the molar concentrations of genes accurately over a broad dynamic range.

Biological replication is required for identifying differentially expressed genes through statistical analysis, as in array-based analysis. Unfortunately, with sequence-based transcriptome analysis there are greater costs than with microarrays for cDNA preparation and sequencing; this prevented us from performing further experiments. Illumina has improved its sequencing technology. Each read length has been continuously increased. Efficient base calling by using the latest Illumina data analysis pipeline software improved the quality and quantity of reads from the same raw image data. Controlled hydrolysis of RNA before cDNA synthesis substantially improved the uniformity of sequence coverage, as in a previous report [8]. These technical innovations in hardware and software will enable remarkable progress in reducing costs and in increasing the sensitivity of detection of sequences transcribed at low levels, the accuracy of quantification and detection of splice forms, and the prediction of the whole structures of transcripts.

Sequence-based transcriptome analysis has recently been applied to various organisms: *Arabidopsis thaliana *[4,39], yeasts [40,41], *Drosophila melanogaster *[6], and human [5]. During this study, two types of rice transcriptome analysis were reported, focusing on the transcriptional differences in two rice subspecies and their reciprocal hybrids [42] and in eight organs from different developmental stages of *Oryza sativa *L. ssp. *indica *'93-11' [43]. We analyzed salinity stress-inducible transcripts and constructed gene models based on the pilling up of short reads by using the Cufflinks program. This approach should help to discover novel gene models without reliance on gene annotation.

## Conclusions

Microarray-based gene expression profiling is limited to the analysis of annotated genes. In our mRNA-Seq analysis, unannotated salinity stress-inducible transcripts were identified on the basis of the piling up of mapped reads without reliance on gene annotation or FL-cDNA sequences. Some of these novel transcripts had ORFs encoding putative functional proteins and were differentially expressed in response to salinity stress. mRNA-Seq was valid as a gene expression profiling technology for quantifying the abundance of previously annotated genes. Our findings will contribute to improvement of our RAP-DB and to further sequence-based gene expression profiling in various organisms.

## Methods

### Plant material and salt stress treatment

Seeds of rice (*Oryza sativa *L. 'Nipponbare') were germinated in the dark at 28°C on a sterilized germination tray. Germinated seeds were evenly distributed on 96-well PCR plates supported by a plastic container. Seeds were grown in a growth chamber at 28°C, as previously described [44]. After the seedlings had been grown for 7 days, they were transferred on their 96-well plates into containers filled with 150 mM NaCl solution, or with control solution, and placed at 28°C in a growth chamber for 1 h. Four kinds of tissue (normal shoot, normal root, shoot with 1-h salinity stress, or root with 1-h salinity stress) were collected and immediately frozen in liquid nitrogen. For RNA extraction from each treatment group, 10 plants were collected and mixed, to minimize the effect of transcriptome unevenness among plants.

### mRNA sequencing

Total RNA was extracted by using an RNeasy Plant kit (Qiagen, Hilden, Germany). RNA quality was calculated with a Bioanalyzer 2100 algorithm (Agilent Technologies); high-quality (RNA Integrity Number > 8) RNA was used. Total RNA samples (10 μg) were subjected to cDNA construction for Illumina sequencing, in accordance with the protocol for the mRNA-Seq sample preparation kit (Illumina). Oligo(dT) magnetic beads were used to isolate poly(A) RNA from the total RNA samples. The mRNA was fragmented by heating at 94°C for 5 min. First-strand cDNA was synthesized using random hexamer primers for 10 min at 25°C, 50 min at 42°C, and 15 min at 70°C. After the first strand had been synthesized, dNTPs, RNaseH, and DNA polymerase I were added to synthesize second-strand DNA for 2.5 h at 16°C. The ends of double-stranded cDNA were repaired by using T4 DNA polymerase and Klenow DNA polymerase and phosphorylated by using T4 polynucleotide kinase. A single "A" base was added to the cDNA molecules by using Klenow exo-nuclease, and the fragments were ligated to the PE adapters. cDNAs with 200 ± 25-bp fragments were collected. The purified cDNA was amplified by 15 cycles of PCR for 10 s at 98°C, 30 s at 65°C, and 30 s at 72°C using PE1.0 and PE2.0 primers.

### Mapping of short reads, detection of bridging sequences, and prediction of transcripts

For each sample, cDNA was sequenced (single read) by an Illumina Genome Analyzer II. Data on nine technical replicates (nine sequencing lanes of a cDNA sample from root after salinity stress) were accumulated for Figure 1. Data on four technical replicates (four sequencing lanes of each cDNA sample, corresponding to about 27 to 35 million 36-bp reads) were summed for Table 1. In our preliminary experiment, two independent sequencing runs using the same cDNA were highly correlated (*r *= 0.99). The default Illumina pipeline quality filter, which uses a threshold of CHASTITY ≥ 0.6, was used to identify clusters with low signal-to-noise ratios. CHASTITY is defined as "the ratio of the highest of the four (base-type) intensities to the sum of the highest two." Passed filter reads were mapped onto both the Nipponbare reference genome (IRGSP build 4.0) and the spliced exon junction (SEJ) sequences by SOAP ver. 1.11 [45], allowing up to 2 bp of mismatch or up to 3 bp of indels. SEJ sequences were constructed by concatenating the 40 bases at the 3' end of the upstream exon to the 40 bases at the 5' end of the downstream exon for all RAP2 transcripts [14,15] at a locus. To calculate the cumulative coverage of the genome or annotated regions, reads were mapped by BWA (Burrows-Wheeler Aligner) [46] with the default option. To predict transcripts, a series of programs--Bowtie [9], TopHat [10], and Cufflinks [11]--was used. Briefly, mRNA-Seq reads were mapped against the whole reference genome (IRGSP build 4.0) by using Bowtie software. An initial consensus of exon sequences was extracted from the mapped reads. The reads that did not align to the genome but that were mapped to these potential junctions by TopHat were considered to bridge splice junctions. Cufflinks constructs gene models (RPKM ≥ 2, length ≥ 100 bp) on the basis of the exons and bridging sequences predicted by Bowtie and TopHat. ORFs were predicted by BLASTX search against UniProt (Swiss-Prot) and RefSeq (reviewed and validated) or by longest-ORF search (≥20 amino acids).

### Microarray analysis

The same RNA material was shared for use in the Illumina sequencing and the microarray experiments and qRT-PCR analysis. The rice 44K oligo microarray (Agilent Technologies) contained approximately 44,000 60-mer oligonucleotides synthesized on the basis of RAP annotation. 

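The array files list 45151 spots, of which 43144 are not controls and hold 42418 different probes, all 60 bases long. A RAP locus is given for 41889 of the probes. The array also holds 510 probes for rice miRNAs.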

For each microarray experiment, 400 ng of total RNAs was used for Cy3- or Cy5-labeled complementary RNA (cRNA) synthesis. DNA microarrays were hybridized for 16 h with 825 ng of Cy3- and Cy5-labeled probes from salinity-stressed or unstressed plants. 

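The log2 ratios of array 1 and array 2, each as 1 h over 0 h, were correlated across kept probes with r = 0.81 (Spearman's rho 0.65) in shoot and 0.93 (rho 0.84) in root. The mean difference between the arrays was 0.0041 in shoot and 0.0022 in root on the log2 scale. All probes with a mean ratio past 2-fold changed in the same direction on both arrays. For the spike-in RNAs, the scanner software's fit of observed to expected log ratios had slopes of 0.89 to 0.92 over the 4 arrays.

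**Figure D4:**
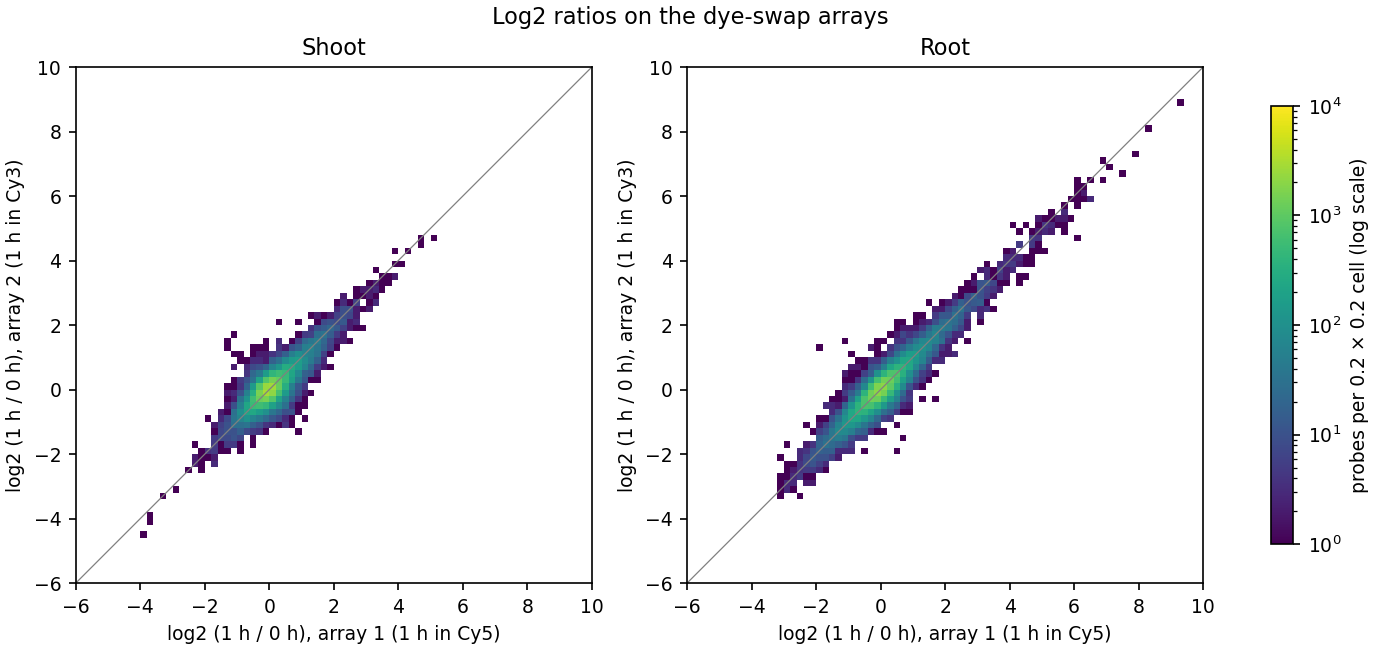
Log2 ratios of 1 h over 0 h on array 1 (horizontal) and array 2 with exchanged dyes (vertical) for the kept probes, shoot at left and root at right, with color for the number of probes per cell on a log scale. Points near the grey diagonal have equal ratios on both arrays, and the correlation is 0.81 in shoot and 0.93 in root.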

The microarray experiment was repeated with color-swapping of Cy3 and Cy5. Agilent Feature Extraction Software (ver. 8.5.1.1) was used to quantify microarray images. GeneSpring (ver. 10) software (Agilent Technologies) was used for background subtraction, LOWESS normalization, and extraction of normalized raw signal intensities for all probe sets from each array. Normalized raw signal intensities were compared with the corresponding RPKM. 

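With the positive and significant flag alone 36365 probes would have been kept in shoot and 36609 in root, and with a positive signal in every channel as the only condition 37867 and 38115.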

Parts of the signals were removed for further analysis if they were not positive, significant, or above background levels. The hybridization experiments and array scanning were performed at an open laboratory run by the DNA Bank of the National Institute of Agrobiological Sciences (http://www.dna.affrc.go.jp/).

### Quantitative RT-PCR (qRT-PCR)

qRT-PCR primers were designed on the basis of the annotation of the RAP-DB (Additional file 5: Table S4). One microgram of total RNA was reverse-transcribed in a 20-μL reaction mixture of Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland). qRT-PCR was performed in a 20-μL reaction mixture containing 2× SYBR Master Mix (Roche) and 1 μL of cDNA template (1:10 diluted). qRT-PCR of three technical replicates for each sample was performed using a LightCycler480 System with its relative quantification software (ver. 1.2) based on the delta-delta-Ct method (Roche). qRT-PCR was performed for 10 s at 95°C, 5 s at 55°C, and 10 s at 72°C. The detection threshold cycle for each reaction was normalized against the expression level of the ubiquitin gene.

## Authors' contributions

HM, YO, and JW prepared plant materials, performed mRNA extraction and cDNA synthesis; HK, HY, and HI performed sequencing experiments and primary data analysis; YK, HS, HW, and TI performed data analysis; HM, YK, TI and TM designed the study; and HM wrote the manuscript. All authors read and approved the final manusctipt.

## Accession Numbers

All primary sequence read data have been submitted to DDBJ (DNA Data Bank of Japan) [DRA000159], and microarray data have been submitted to the GEO (Gene Expression Omnibus) [GSE20746].

## Supplementary Material

Additional file 1 **Table S1**. Classification of unmapped reads. Click here for file

Additional file 2 **Table S2**. RPKM of RAP2 annotated genes. Click here for file

Additional file 3 **Table S3**. RPKM and ORF predictions of unannotated transcripts. Click here for file

Additional file 4 **Figures S1 to S3**. Figure S1: Discrepancies between mRNA-Seq data and the corresponding array data. The ratio of expression was calculated by array, mRNA-Seq, and qRT-PCR. Vertical lines indicate the ratios of expression of genes after salinity stress. (a) Seventeen genes showed large changes by the array (> 4×), but not by mRNA-Seq (< 2×). Of these, six genes were not differentially expressed by using the G-test with a 1% FDR (asterisks; mRNA-Seq). To further examine these discrepancies, quantitative real-time PCR (qRT-PCR) was used. For qRT-PCR, the averages of three technical replicates are shown. (b) Seven genes showed large changes by mRNA-Seq (> 4×), but not by array (< 2×). These genes were differentially expressed by using the G-test with a 1% FDR (mRNA-Seq). Figure S2: Duplication and differential expression of indole-3-glycerol phosphate lyase genes. Graphs indicate the average depth of reads from mRNA-Seq, as in Figure 3. Gene models in RAP-db based on the full length-cDNA sequences are shown as dark blue boxes. A previously annotated gene, AK240862, had additional exon(s) distal to the 5' end of the previous gene model and encoded an indole-3-glycerol phosphate lyase. Two other neighboring genes (AK072595, AK288107) were also similar to the indole-3-glycerol phosphate lyase gene. Although all three genes were up-regulated in response to salinity stress, their tissue specificities and expression levels were substantially different. Figure S3: Separation of predicted transcripts. Transcripts predicted from shoots (green boxes) or roots (red boxes) by the Cufflinks program are shown. Unlike the annotation in RAP-db based on the full length-cDNA sequence (blue boxes), predicted transcripts are separated because of a lack of bridging sequences between predicted exons. The average depths of reads in the shoot (green graph) and root (red graph) are also shown. Click here for file

Additional file 5 **Table S4**. Primers used in this study. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

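Shoots and roots of rice seedlings, 7 days old and 10 plants per RNA, were compared after 1 h in 150 mM NaCl and without salinity stress on 4 arrays with 60-mer probes, 2 dye-swap arrays per tissue. For each array 400 ng of total RNA was labelled, and 825 ng of cRNA per dye was hybridized for 16 h. The sample labels and the paper's methods gave tissue, hour and dye for every array, and 0 columns were left without a known sample. All arrays lay on 1 slide and were read in 1 scan.

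The authors deposited the scanner output of each array, which holds the mean, local background and background-subtracted intensity of each spot in both channels, and intensities that the scanner software had also corrected for dye bias. In the same files the authors deposited a log10 ratio of Cy5 over Cy3 from those corrected intensities. The deposited series matrix holds the same ratios on the log2 scale, turned to 1 h over 0 h, as found by setting each column against the scanner values of its array. The files name version 9.5.3.1 of the scanner software. The normalization that the paper made in GeneSpring is not part of these values, and its settings are not stated.

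The background-subtracted intensities of probes that are not controls were turned to log2 ratios and normalized by loess within each array (limma 3.58.1 in R 4.3.3). Spots marked as outliers were left out, and the spots of a probe were averaged. A probe was kept where at least 0.5 of its spots were marked positive and significant and well above background, in both channels of both arrays. A probe that was not well above background at an hour on both arrays has only a bound, the mean of the bright hour over both arrays against the mean of the higher of the lowest signal well above background and its own signal, per channel after loess and Aquantile normalization between arrays. Probes of a locus were averaged for comparisons with RPKM and for the loci of Table S4, and for a gene named by an accession the probe of that accession was used. Gene names and annotations are those of the array files and the paper. Of 16 accessions that the paper names among annotated genes, 11 had a probe.

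Each condition was 1 RNA pool. Counts past 2-fold and 4-fold were therefore given without a test, beside the technical SD, which is the SD over probes of the difference between the dye-swap arrays divided by the square root of 2. This SD at low and high signal is the precision that the signal over background allows. Correlations across genes are described by Pearson's r, Spearman's rho and a 95% interval from 2000 bootstrap resamples over genes (seed 1), without a p-value. Table S2 was at hand for its first loci on chromosome 1 only, so no overlap with the paper's lists of genes was tested. Sequence reads and qRT-PCR values were not analysed here.

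The code for normalization and counts was run on simulated data at the real signals, with a dye trend, noise with an SD of 0.2 and 200 probes changed by 2 on the log2 scale. In the simulated shoot comparison 200 of 200 changed probes among 38255 were recovered and 0 others were called, and in the simulated root comparison 200 of 200 among 38516 with 0 others. The noise was small against the change, so this checks that the code removes a dye trend and recovers planted changes, and it does not give the error rate at the real noise of dim probes. The bootstrap interval held the true r in 39 of 40 simulated sets of 600 genes.

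The tests, the filter, the alternatives and the rule for the genes to name were set before the data were examined. By that rule the text could name every gene the paper names by accession among annotated genes, the loci of Table S4, and per tissue the 5 probes with the largest rise and the 5 with the largest fall among kept probes changed at least 2-fold in the same direction on both arrays. The alternatives were normexp background correction with an offset of 50, the scanner software's processed signals, median centring, other filters on dim probes, each array alone, the series matrix values, the brightest probe of a locus, at least 10 reads for an RPKM, 0.001 added to each RPKM, Aquantile normalization between arrays, and a change past the fold on both arrays. Probe sequences were compared with BLAST+ 2.17.0, and matches of at least 40 bases with at least 80% identity were counted. Other computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.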

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

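In this part, the tests on the dyes, the normalization and the background correction and the alternative settings for the counts were chosen after the results had been seen. The probes and miRNAs named here fall outside the rule for named genes and were chosen after their values were seen.

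Shoot and root moved in opposite directions at a small number of probes. On both dye-swap arrays of both tissues, 12 probes of 9 loci were at least 2-fold higher in shoot and at least 2-fold lower in root after salinity stress, and 9 probes of 6 loci were at least 2-fold lower in shoot and at least 2-fold higher in root. In the same direction in both tissues, 371 probes were higher and 27 lower. The first group includes 4 probes of Os01g0940700, with log2 ratios from 1.26 to 1.30 in shoot and from -2.22 to -2.02 in root, and a probe of Os01g0713200, annotated as a beta-1,3-glucanase, with 2.22 and -1.09. The second group includes 4 probes of Os08g0473900, with -2.49 to -2.20 in shoot and 3.02 to 3.22 in root. The difference between the tissues was not tested, since each condition is 1 RNA pool. Dye bias or an error of one hybridization is argued against by probes chosen on a single array of each tissue. Of 35 kept probes past 2-fold in opposite directions on array 1, 35 keep both signs on array 2 with exchanged dyes, and of 33 chosen on array 2, 33 keep them on array 1. Of either set, 21 also pass 2-fold on the other array. Processed signals and median centring shift the log2 ratios of the 21 probes by at most 0.32 on any array. The choice between these normalizations and loess therefore moves the ratios little. All the ratios lie at least 1.00 from 0, but the choice of the probes fixed this. A fault that these normalizations share was not tested, so normalization is not excluded as a cause. An earlier test, whether the probes keep their signs under other settings, was chosen before its result was seen but had no way to come out otherwise, and nothing rests on it. A part of the background correction cannot be told apart from a change in the RNA, since under normexp, which draws dim ratios towards 0 by construction, 12 probes pass 2-fold on both arrays, 5 and 7 in the respective directions. A different response of shoot and root remains open as an untested biological explanation, as does a difference between the pools of 10 plants.

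The paper does not report on the 510 miRNA probes of the array. In root 11 of them were kept and changed at least 2-fold on both arrays, 8 lower and 3 higher, and in shoot 2, both for miR167d, were lower. The lower ones in root are for miR166g, miR167h and miR169h, i, j and l, with log2 ratios from -1.57 to -1.15, and the higher ones for miR171g, miR393b and miR442, with 1.41 to 1.51. Random and artificial control probes passed the filter for 1 of 24 probes in root (4.17%) and 0 of 24 in shoot, against 24.5% and 20.4% of the miRNA probes by processed signals, and 0 of them changed. With 24 control probes, background fluorescence or unspecific binding cannot be told apart from a signal of miRNA precursors, because a low share of control probes does not exclude it for single probes. Under normexp background correction 0 miRNA probes passed 2-fold on both arrays in root, and with the positive and significant flag alone 21 did. An effect of salinity stress was not tested, as the design has 1 pool per condition.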

How the results depend on the processing

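The settings that use the probe with the largest ratio of a locus, and all settings for the opposite probes and the miRNA probes, were chosen after seeing the data. Where a value changed, the cause was not tested unless stated.

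The histogram of ratios stayed highest at 0 in both tissues under normexp, processed signals, median centring, both other filters, each array alone and the series matrix values, the only settings run for it. Each of these settings centres the ratios or corrects them for dye bias, so a peak near 0 was largely fixed in advance. The numbers of kept probes stayed within 1.5 times their reported values under both other filters and each array alone. The numbers of probes above a log2 signal of 15 did so under normexp, processed signals, median centring, both other filters, each array alone and Aquantile. Other normalizations cannot change the numbers of kept probes, and no setting can change the flag for saturated spots. Of 264 such comparisons other than those of single named genes, 221 stayed within their spread or within 1.5 times the count, 43 moved and 0 changed sign, and those that stayed include the counts that a setting could not change. Among 387 values for named genes and probes, 323 moved by less than the technical SD, 63 moved by more and 1 that was past 2-fold changed sign: at Os03g0278400 the brightest probe had -0.014 in place of the 2.24 of AK070052, which is another probe by construction. Among the 63, metallothionein (AK105219) in root, below 2-fold at -0.44, changed sign to 0.03 with array 1 alone. Normexp moved 32 of 43 named values, and over all 43 its median shift was 0.56 on the log2 scale. Array 1 and array 2 alone moved 13 each, by construction the same 13, because the reported value is the mean of both arrays. The series matrix values repeat the processed signals. Within each of these pairs the settings are therefore not separate checks. Both other filters shifted none of the 43, because each value is that of a kept probe, which a looser filter leaves in place. Those values count among the 323 by construction.

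Normexp adds 50 to each signal, which by construction draws dim ratios towards 0. It gave in shoot 649 probes at least 2-fold higher and 109 lower, 93 at least 4-fold higher and 5 lower, and 97.7% within 2-fold. In root it gave 675 probes at least 2-fold lower, 38 at least 4-fold lower, 93.5% within 2-fold, and 1 locus of Table S4 above 4-fold. Without a filter on flags, which adds dim probes by construction, shoot had 1522 probes at least 2-fold higher and 779 lower, 306 at least 4-fold higher and 152 lower, and 93.9% within 2-fold. Root had 1922 probes at least 2-fold lower, 937 at least 4-fold higher and 311 lower, 87.2% within 2-fold, and 8 loci of Table S4 above 4-fold. The share of higher among all 2-fold changes in shoot was 66.1% without the filter and 81.2% with it, and the other scalings moved it by less than 10 percentage points. The r of array and RPKM ratios was 0.64 in shoot and 0.74 in root without the filter, and the r of shoot and root ratios across probes was 0.37, against 0.47 (n = 31076) with it. With the positive and significant flag alone, 382 shoot probes were at least 2-fold lower and 34 at least 4-fold lower, 95.7% in shoot and 88.9% in root stayed within 2-fold, 8 loci of Table S4 were above 4-fold in root, and the r of shoot and root ratios was 0.44.

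Array 1 alone gave 25 probes at least 4-fold lower in shoot, against 15, and 95.8% within 2-fold in shoot and 89.4% in root. Array 2 alone gave 95.7% and 88.9%, an r of shoot and root ratios of 0.49, and 7 loci of Table S4 above 4-fold in root, against 4. Requiring both arrays to pass left 787 and 155 probes past 2-fold in shoot, 1812 and 918 in root, and no 2-fold or 4-fold count of a single tissue moved by over 1.5 times under it. With at least 10 reads for each RPKM, the r of ratios was 0.83 in shoot and 0.88 in root. With 0.001 added to each RPKM it was 0.49 in shoot and 0.74 in root, and the r of signal intensity and RPKM was 0.69 in shoot at 0 h, 0.69 in shoot at 1 h, 0.67 in root at 0 h and 0.69 in root at 1 h.

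Of the settings chosen later, the kept probe with the largest ratio put 9 loci of Table S4 above 4-fold in root. The probe with the largest ratio without a flag filter put 16 above 4-fold and 7 below 2-fold in root, and 2 above 4-fold in shoot. In the series matrix without a flag filter it put 18 above 4-fold and 6 below 2-fold in root. Probes higher in shoot and lower in root numbered 5 under normexp, and probes lower in shoot and higher in root numbered 18 without a flag filter. Changed miRNA probes in root numbered 0 under normexp, 35 without a flag filter and 21 with the positive and significant flag alone.

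No paired analysis was possible because no result comes from a test and each condition is 1 RNA pool. The slide as a block was not run, since all arrays lie on 1 slide and each ratio is taken within an array. Signal over background limits the ratios of dim probes: among probes that were not kept, the technical SD is 1.37 in shoot and 1.36 in root.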

Differences from the paper's values

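The paper counts 17 genes that were above 4-fold by the array and below 2-fold by mRNA-Seq, and 7 that were above 4-fold by mRNA-Seq and below 2-fold by the array. Only the array side of these counts was analysed here. Over the loci of Table S4 in root, taken as the mean of their kept probes, 4 were above 4-fold and 12 below 2-fold. The paper's text does not say that the loci of Table S4 are these genes or that the tissue is root. For the genes above 4-fold, no alternative set before the data were examined came within 1.5 times the paper's 17: normexp gave 1, processed signals 4, median centring 4, no flag filter 8, the positive and significant flag alone 8, array 1 alone 4, array 2 alone 7 and the brightest probe 4. For the genes below 2-fold, no flag filter and the positive and significant flag alone gave 9 each and array 2 alone gave 10, within 1.5 times the paper's 7, while normexp gave 15, processed signals 13, median centring 12, array 1 alone 11 and the brightest probe 15. All 3 settings chosen after seeing the values came closer to 17: the kept probe with the largest ratio of each locus gave 9 and 9, the probe with the largest ratio of each locus without a flag filter gave 16 and 7, and the same in the series matrix gave 18 and 6.

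The correlations over the loci that could be analysed lie within their intervals of the paper's values for all loci. For the ratios, the paper's values are 0.72 in shoot and 0.80 in root, against 0.75 and 0.83. For signal intensity, the paper's lowest and highest values are 0.75 and 0.77, against 0.76 and 0.79.

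The paper's methods name another version of the scanner software than the 9.5.3.1 in the files. The paper places RCc3 (AK109149) only in root and OsTPP1 (AK103391) only in root after stress, by mRNA-Seq. On the arrays RCc3 was well above background in shoot at 0 h on 2 of 2 arrays, and OsTPP1 was well above background in shoot at both hours on 2 of 2 arrays.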

Other observations

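In this part, the tests on the dyes, on signal near background, on scanner saturation and on probes brighter in shoot were chosen after their results had been seen, and the other tests before their own results. The test for a single share of root RNA was set after the first results on probes brighter in root had been seen. The probes and loci outside the rule for named genes were chosen after their values were seen.

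The paper names genes induced by mRNA-Seq. On the arrays in root, the log2 ratio was 5.02 for OsTPP1, 2.68 for OsABA2 (AK062655), 1.45 for OsMST3 (AK069202), 1.82 for WSI76 (AK107065) and 6.15 for MYBS3 (AK107134). Under normexp OsABA2 had 1.12, WSI76 had 0.92 and MYBS3 had 4.15. In shoot the ratios were 1.06, 0.57, 1.47, 1.45 and 2.64 in the same order, and 4.00 for the bHLH-containing protein. AK072595, which the paper describes as similar to an indole-3-glycerol phosphate lyase gene, had 1.64 in shoot and 3.35 in root. The gene for ribulose bisphosphate carboxylase activase (AK104332) had -0.19 in shoot and -1.22 in root. AK058218 had -0.52 in shoot and was not well above background in root. Across the 31076 probes kept in both tissues, the ratios in shoot and root were correlated with r = 0.47 (95% bootstrap interval over probes 0.45 to 0.49, rho 0.41).

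At 5 loci of Table S4 a probe rose over 4-fold in root beside a probe within 2-fold. All 5 rising probes passed 4-fold on both arrays, which argues against dye bias or an error of one hybridization. The pattern was not general among loci with several probes. It was found at 8.82% of the other loci with a rising probe and several kept probes (12 of 136, exact 95% interval 4.64% to 14.9%). At the loci of Table S4 it was found at 5 of 6 (83.3%, 35.9% to 99.6%). The loci of Table S4 were selected for qRT-PCR and are not a random sample. The paper used qRT-PCR to examine genes on which array and mRNA-Seq disagreed. Selection on such disagreement would itself favour the pattern, so the higher share at these loci bears on no cause. Signal near background stays open: 0 of the 5 rising probes were below the limit for well above background, but the filter had fixed this, and with normexp, which by construction draws dim ratios towards 0, their log2 ratios were 1.03 to 1.61. Cross-hybridization was searched among the probes of the array, and 0 of the 5 rising probes matched a probe of another locus, but transcripts without a probe on the array were not searched. Transcript forms that differ between the probes of a locus may also play a part and were not tested.

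The weaker correlation that the paper reports above a log2 signal of 15 was weighed against scanner saturation, which the highest spot at 82.7% of the saturation value argues against. Saturation of the probes during hybridization was not tested. A narrow range of signals as its source stays open, because at most 11 genes above 15 were among the loci that could be analysed.

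Transcripts bright in one tissue fell in the other tissue from 0 h to 1 h. RCc3 was at least 188-fold lower in shoot at 1 h, where it was not well above background, and had -1.05 in root. Metallothionein (AK105219) had -4.16 in shoot (-3.82 and -4.50 on the separate arrays) and -0.44 in root, where the arrays differed (0.03 and -0.91). The smaller of its falls on the shoot arrays, -3.82, argues against dye bias or an error of one hybridization. Of the 100 probes with the largest excess of root over shoot signal, averaged over both hours, 52 fell at least 2-fold in shoot on both arrays and 2 rose, which root RNA in the shoot pool at 0 h could produce. Of the 100 probes with the largest excess of shoot over root signal, 54 fell at least 2-fold in root on both arrays. By the same rule 2 rose. A fall of transcripts bright in 1 tissue, whichever the tissue, therefore describes both sets of probes. The probes bright in root cover 86 loci and those bright in shoot 33, so the fall in root rests on fewer loci. A single share of root RNA in the shoot pool at 0 h stays open, because the probes that bear on it are dim and near the limit of the filter. Among 60 probes well above background in shoot at 0 h and not at 1 h, and at least 3 lower on the log2 scale than in root at 0 h, the signal in shoot was 0.811% of that in root in the median, with quartiles 2.26 apart on the log2 scale, more than the 1 set in advance for a single share, and the signal lost rose with the signal in root (r = 0.69), which the selection by distance also favours. Probes gained in shoot by the same rule numbered 16. In root 110 probes were lost and 35 gained, with a median share of 0.902%, quartiles 4.40 apart and r = 0.42. By RPKM, 12 of the 20 loci of Table S2 with the largest excess in root fell in shoot and 8 rose. At least 2-fold, 3 fell and 1 rose. The median log2 ratio was -0.17 in these 20, against -0.06 over all 693 loci. With so few loci, an error of the arrays alone cannot be told apart from a change in the RNA. In Figure 3 the mRNA-Seq track for shoot at 0 h shows reads over RCc3 and the track at 1 h shows none that can be seen. Carry-over of the other tissue in the pools at 0 h and an effect of salinity stress on these transcripts both remain open as hypotheses.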
